A study of Mus musculus with 8 samples. Its data were reported in "OGT binds a conserved C-terminal domain of TET1 to regulate TET1 activity and function in development" (2018).

How the data were processed

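RNA-seq was performed on mouse embryonic stem cells of the line LF2, in which TET1 carried a C-terminal FLAG tag. Lines with wild-type TET1 (WT, lines 2 and 5) were compared with lines in which an aspartate near the TET1 C-terminus was changed to alanine (D2018A, lines 7 and 8). Each of the 4 lines was sequenced as 2 technical replicates, which gives 8 libraries, 4 per genotype. RNA was depleted of ribosomal RNA, libraries were made with a kit for total RNA, and single-end reads of 50 bases were aligned and counted per gene by the authors with STAR on GRCm38. The authors then normalised the counts and compared the genotypes with DESeq2.

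The processed data are the authors' deposited table of that comparison, with 19429 genes and no values of single libraries. Its mean expression column holds the authors' mean normalised signal, that is, gene counts divided by a size factor for each library and averaged over all libraries of the authors' fit. Its fold changes are the authors' log2 values, positive where a gene was higher in D2018A, each with a standard error that the authors also gave on the log2 scale. The Wald statistic is the authors' score, and the p-value and adjusted p-value are the authors' as deposited. These columns were checked against each other. In all 19429 genes the deposited log2 fold change equalled minus the statistic times the standard error, so the statistic has the opposite sign, and the deposited p-value equalled the 2-sided normal p of the statistic. For the 15285 genes with an adjusted p-value in the authors' deposited table, it equalled a Benjamini-Hochberg adjustment over those genes. The 4144 genes without one had means of at most 1.93.

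The planned analysis was a count model on reads summed per line. It needs counts per library, so the authors' fold changes, standard errors and adjusted p-values were used in its place. For the same reason no standard deviation, number of replicates or value per line accompanies any gene, and the planned comparisons between lines of a genotype and between other groupings of the 4 lines were not run. The standard errors treat technical replicates as separate libraries, and the variation between lines of a genotype was not analysed here. No other column of values per sample was used.

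The number of libraries in the authors' fit was read from the smallest means. A gene with a single read in a single library has a mean of 1 divided by that library's size factor and by the number of libraries, so each library leaves a step shared by many genes. Steps with at least 30 genes that were not sums of lower steps were counted. The step's size factor measures the relative depth of that library. An upper limit for each genotype's mean was obtained from the mean over the fit, the fold change and the share of libraries that belong to a genotype.

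Genes were called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. The thresholds, the naming rule, the gene lists and part of the alternatives were fixed before the deposited table was examined. They were not fixed blind, because the study's own supplementary list of its changed genes, with their fold changes and adjusted p-values from this comparison, had been read by then. Named genes were chosen by a rule: every gene of 3 lists (the study's proteins and qPCR genes, DNA methylation enzymes together with the O-GlcNAcase gene Mgea5, and the chromosome 9 interval with its neighbours), the 5 largest increases and 5 largest decreases among called genes with a mean of at least 100, and called members of 7 gene lists. The rule also asked that both D2018A lines lie on the same side of both WT lines, which was not checked because the table has no values per line. Any gene named outside the rule is said to be so.

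The 7 gene lists were written with that list of changed genes already read, so the called members of each list were known and the list tests are not independent of the calls. The chromosome 9 interval was likewise chosen from that list and from the study's coverage plot of the deletion. Reported are those of naive pluripotency, formative and primed pluripotency, Nodal and Activin targets, primitive endoderm, imprinted genes and methylation-silenced germline genes. The remaining list entered the tests and their adjustment, but it and its members are not reported here. The lists were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the authors' statistic, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 7 lists. Each list's median fold change was also placed among 10000 random lists of the same size, matched on mean expression in 20 bins. The median fold change of each chromosome was set against that of all other genes, with intervals of 95% from 2000 bootstrap draws over genes, which are not replicates.

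Gene coordinates are those of the authors' deposited table. Of 19351 identifiers also in the GENCODE vM21 annotation of GRCm38, 17545 had the same chromosome, start and end. GC content and transcript length came from the longest transcript of each gene, and were known for 99.7% of the tested genes. Reads shared between genes were assessed as the share of 50-base stretches of a gene's transcripts that also occur in transcripts of another gene.

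The thresholds, library steps, list test, chromosome shifts, segment scan and random lists were tested on simulated data, and the other steps were not. With 200 changed genes among 8673, 100% were recovered and 0 unchanged genes were called. The planted changes lay well past the thresholds, in genes with a mean of at least 100, and the noise followed the authors' standard errors. This simulation therefore checks the step and does not give the error rate of the real calls. All 12 of 12 simulated libraries were recovered from 20000 genes, and the 1 shifted list was recovered from 15283 genes with no other list called. The 1 chromosome shifted among 15237 genes, a shifted segment of 60 genes among 8659, and the 1 list shifted among 15283 genes were each recovered by the chromosome shifts, the segment scan and the random lists. Alternatives tried were other filters on mean expression, a stricter adjusted p-value, no minimum fold change, a test against a 2-fold change, wider standard errors, another centring, removal of GC and length trends (lowess, span 0.3), leaving out the interval genes, the study's qPCR genes or all called genes, a higher inter-gene correlation, and ranks. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.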

Results

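To ask how gene expression changes when TET1, a dioxygenase that oxidises 5-methylcytosine, carries a mutation that weakens its interaction with the O-GlcNAc transferase OGT, RNA-seq was performed on WT and D2018A mouse embryonic stem cells. The mutated aspartate is encoded by the codon GAC at chromosome 10, positions 62812598 to 62812600 of GRCm38 on the minus strand, in exon 13 of the 13 exons of the transcript that encodes 2039 residues. The data comprise 4 libraries from WT lines 2 and 5 and 4 from D2018A lines 7 and 8. Lines were available as 2 per genotype, so the biological sample size is 2 against 2.

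The smallest means in the authors' deposited table fell on 12 single-read steps, each shared by between 38 and 123 genes. A single read raised the D2018A fold change at 4 of these steps, lowered it at 4, and moved neither genotype at the remaining 4. The fit therefore covered 12 libraries, 4 more than the 8 described, and technical replicates entered it as separate libraries. The size factors obtained from the steps ran from 1.00 to 1.47 on the D2018A side and from 1.00 to 1.27 on the WT side, a relative depth that differed by less than 1.5-fold within the comparison. Over all 12 steps the size factors ran from 0.726 to 1.47, and the mean normalised total in the authors' deposited table was 10937569 counts. Means given here as "mean over the fit" include the 4 libraries outside the comparison and are not means of the WT and D2018A libraries alone.

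**Figure D1:**
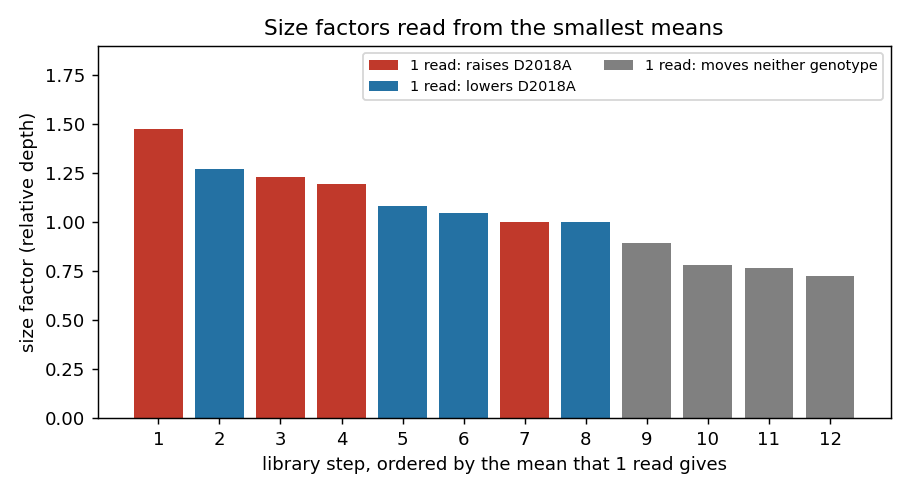
Size factor of each of the 12 library steps in the authors' deposited table (y axis, relative depth, no unit), ordered by the mean that 1 read gives (x axis). Red bars are steps whose single read raised the D2018A fold change, blue bars those that lowered it, and grey bars the 4 steps that moved neither genotype, which lie between 0.726 and 0.896.

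Next, genes that differed between the genotypes were counted. Of the 15285 genes tested in the authors' deposited table, 378 had an adjusted p-value (DESeq2, Wald test, Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1. Of these, 157 were higher and 221 lower in D2018A. Without a minimum fold change 1331 genes passed, 655 higher and 676 lower. As a ratio, the count moved most when the fold change itself was tested against 2-fold, which left 52 genes, a setting chosen after the data were seen. By mean over the fit, 46 of 2411 tested genes with a mean under 10 were called, 191 of 4201 with a mean of 10 to 100, and 141 of 8673 with a mean of at least 100. Of the 141, 71 were higher and 70 lower, so the excess of lower genes lay among genes with smaller means. The median standard error of the log2 fold change in the authors' deposited table was 0.42 for tested genes with a mean of 10 to 100 and 0.13 for those with a mean of at least 100. For 56 of the called genes the lower genotype had a mean of at most 3 normalised counts, so their fold changes give a direction and no reliable size.

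**Figure D2:**
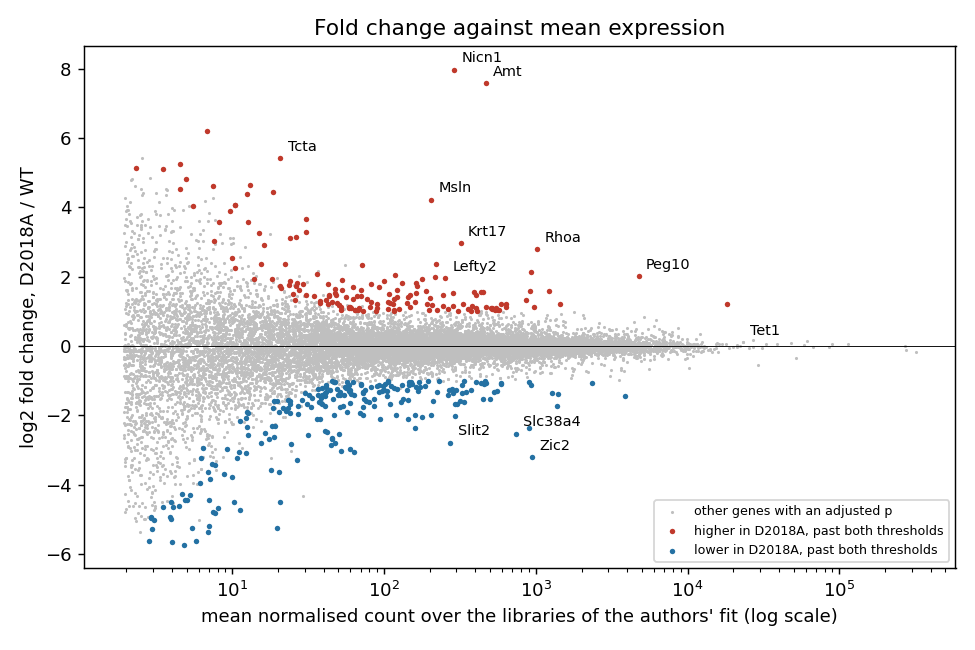
Log2 fold change of D2018A over WT (y axis) against the mean over the fit (x axis, log scale, normalised counts) for the 15285 tested genes of the authors' deposited table. Red and blue points are the 157 genes higher and 221 lower in D2018A past both thresholds, and the fold changes spread widest where the mean is below 10.

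Among called genes with a mean of at least 100, leaving out the study's genes, the methylation enzymes and the chromosome 9 interval, the largest increases in the authors' deposited table were those of Msln, Krt17, Cntfr, Krt42 and Gm364. Msln (chromosome 17, 25748614 to 25754327) rose by 4.22 ± 0.21 (SE) on the log2 scale, with an adjusted p-value from DESeq2 of 1.82e-86 in the authors' deposited table. The log2 fold changes there were 2.96 for Krt17, 2.38 for Cntfr, 2.14 for Krt42 and 2.05 for Gm364. With the same genes left out, the largest decreases were those of Zic2, Slit2, Ttn, Mobp and Lrrc15. Zic2 (chromosome 14, 122475435 to 122479852) fell by 3.21 ± 0.13 (SE), with an adjusted p-value of 1.32e-138 in the authors' deposited table. For the others that table gave log2 fold changes of -2.78 for Slit2, -2.37 for Ttn, -2.36 for Mobp and -2.11 for Lrrc15. Gm364 was the least certain of these 10, with a standard error of 0.52 in the authors' deposited table and an adjusted p-value of 0.122 once standard errors were multiplied by the square root of 2.

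Transcripts of the proteins under study changed little. In the authors' deposited table the log2 fold change was 0.11 ± 0.05 (SE) for Tet1, with an adjusted p-value from DESeq2 of 0.183, 0.09 ± 0.08 for Tet2, with 0.615, and -0.12 ± 0.12 for Tet3, with 0.697. None of these 3 passed the threshold. Ogt fell by 0.20 ± 0.06 with an adjusted p-value of 0.0159 in the authors' deposited table, far below a 2-fold change, and was no longer under 0.05 when standard errors were multiplied by the square root of 2 (adjusted p-value 0.318). Peg10, Slc38a4, Lefty1 and Lefty2, measured by qPCR in the study, all passed both thresholds in the authors' deposited table. Peg10 (chromosome 6, 4747306 to 4760517) rose by 2.02 ± 0.08 and Lefty2 (chromosome 1, 180893108 to 180899103) by 1.95 ± 0.18 there. Lefty1 (chromosome 1, 180935022 to 180938400) rose by 1.87 ± 0.34, and Slc38a4 (chromosome 15, 96994823 to 97055956) fell by 2.52 ± 0.40 in the authors' deposited table. Lefty1 and Lefty2 are close copies: 17.9% of the 50-base stretches of Lefty1 transcripts also occur in Lefty2, so how reads were split between them is uncertain. Of the 8 genes in this list, 5 had an adjusted p-value under 0.05 over all genes tested and 6 when adjusted over the list alone. Since the study chose the qPCR genes on these samples, the latter is not independent evidence.

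Expression of the genes listed as DNA methylation enzymes was compared because the study relates TET1 to DNA methylation. The list name is loose, and not every member is itself a DNA methyltransferase. Dnmt3a (chromosome 12, 3806007 to 3914443) fell by 1.01 ± 0.15 (SE) in the authors' deposited table, with an adjusted p-value from DESeq2 of 4.21e-09. Uhrf1 fell by 0.31 ± 0.09 in that table, with an adjusted p-value of 0.00594 as deposited and of 0.209 with standard errors multiplied by the square root of 2. The log2 fold changes of Dnmt1 (-0.03), Dnmt3b (-0.03), Dnmt3l (0.13) and Tdg (0.42) in the authors' deposited table did not pass the threshold, and the standard error of 0.57 for Tdg leaves a large change undetectable. The list also held Mgea5, which does not act on DNA and encodes the O-GlcNAcase that removes the sugar OGT adds. The log2 fold change of Mgea5 in the authors' deposited table was 0.02 ± 0.13. Of the 7 genes in this list, 2 passed an adjusted p-value of 0.05 over all genes tested and 2 when adjusted over the list alone.

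**Figure D3:**
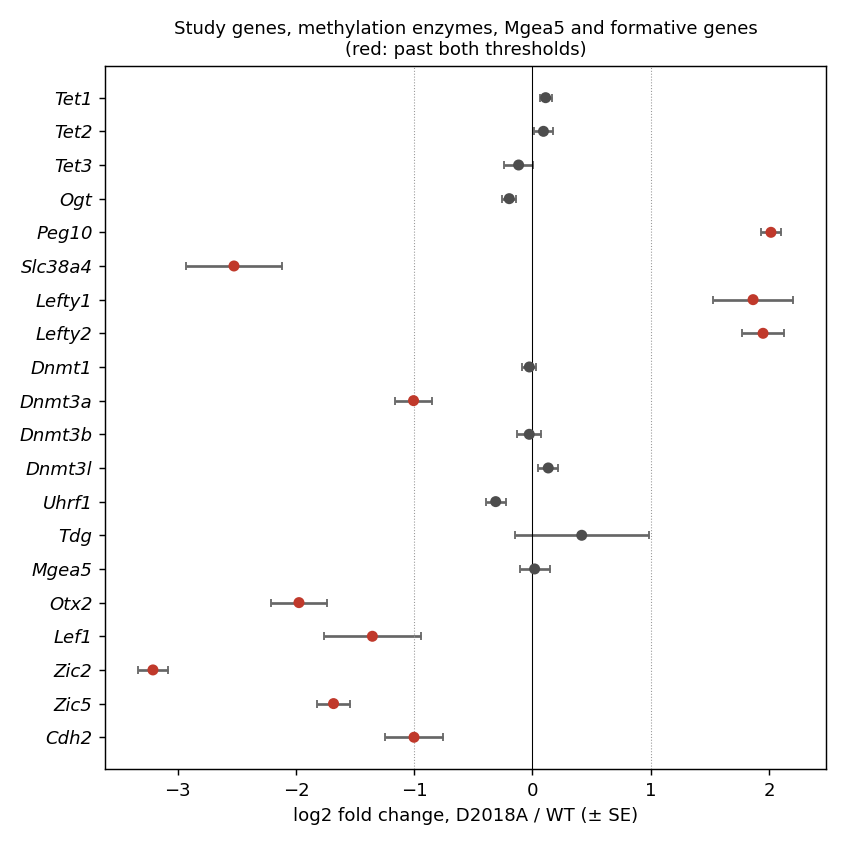
Log2 fold change of D2018A over WT (x axis) with its standard error (bars) from the authors' deposited table, for the study's genes, the DNA methylation enzymes, Mgea5 (O-GlcNAcase) and the called formative genes. Red points passed both thresholds, and the 3 Tet transcripts lie between -0.12 and 0.11.

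The study's text describes a deletion in WT cells, distal to the Cas9 cut site, and names no chromosome or gene. The interval on chromosome 9 examined here was recognised from the study's coverage plot and its list of changed genes, so these genes were chosen with their fold changes known. In the authors' deposited table the log2 fold changes were 7.97 ± 0.56 (SE) for Nicn1 (108290429 to 108296498), 7.59 ± 0.37 for Amt (108296853 to 108302302), 5.43 ± 1.14 for Tcta (108302958 to 108306160) and 2.80 ± 0.11 for Rhoa (108306129 to 108337934). All 4 passed both thresholds. Given the mean over the fit and the fold change in the authors' deposited table, the WT libraries averaged at most 3.46 normalised counts for Nicn1, 7.27 for Amt and 1.41 for Tcta, so the sizes of these fold changes rest on very few WT reads. For Rhoa the WT limit was 385 normalised counts. The spans of Tcta and Rhoa share 32 bases on opposite strands, and the counting is not stated to use strand, so reads there are uncertain. On either side, Dag1 (108204634 to 108263958) had a log2 fold change of 0.16 ± 0.08 with an adjusted p-value from DESeq2 of 0.230 in the authors' deposited table, while Gpx1 (108338903 to 108340343) fell by 0.63 ± 0.09 with 2.16e-11. Of these 6 genes 5 passed an adjusted p-value of 0.05 over all genes tested and 6 when adjusted over the list alone. Farther out, other genes also differed in the authors' deposited table, named outside the rule after their values were seen. Camkv, beyond Dag1, had a log2 fold change of -1.40 and passed both thresholds. Beyond Gpx1, Lamb2 (0.76), Arih2 (-0.38) and Slc25a20 (-0.68) had adjusted p-values from DESeq2 of 0.000792, 0.00392 and 4.44e-05. Changes were therefore seen outside the interval too. Whether they are more frequent there than elsewhere was not tested.

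**Figure D4:**
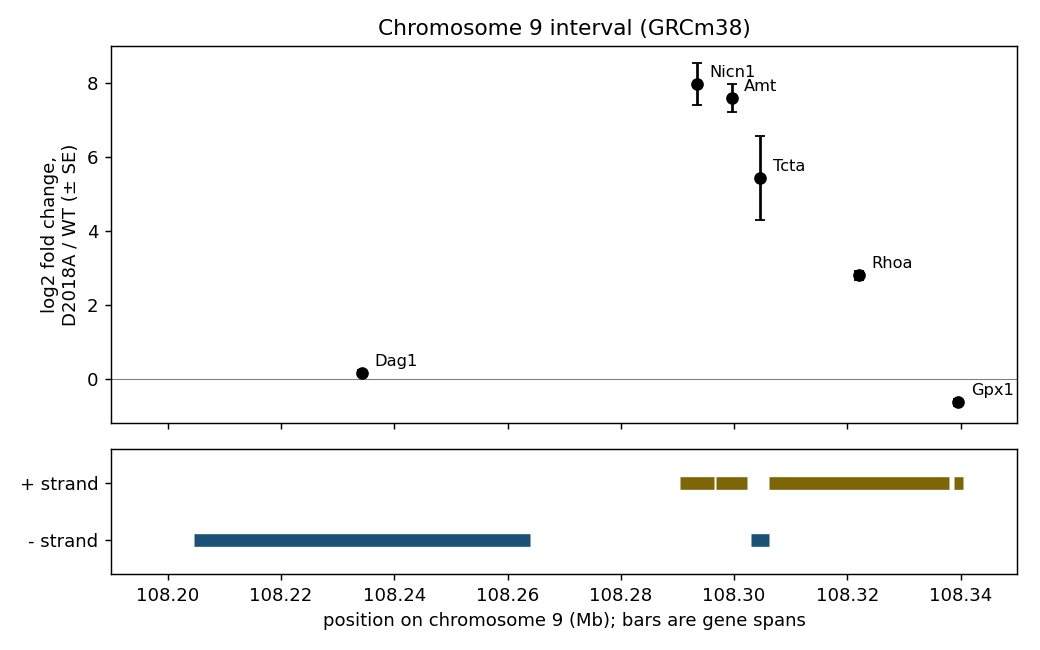
Log2 fold change of D2018A over WT with its standard error (upper panel, y axis) from the authors' deposited table, and gene spans by strand (lower panel), against position on chromosome 9 in Mb (x axis, GRCm38). Nicn1, Amt, Tcta and Rhoa lie above 2.8, Dag1 near 0 and Gpx1 below 0.

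To ask whether groups of genes shifted together, gene lists were tested with cameraPR on the statistic of the authors' deposited table. The formative and primed list was lower in D2018A, with a median log2 fold change of -0.43 over 17 tested genes, 12 of them lower, and an adjusted p-value of 2.11e-11. Nodal and Activin targets were higher (median 0.19, 11 of 13 genes higher, adjusted p-value 6.25e-05), as were primitive endoderm genes (0.24, 11 of 16, 0.00995) and imprinted genes (0.06, 28 of 52, 0.00810). Naive pluripotency genes (median 0.01, adjusted p-value 0.567) and methylation-silenced germline genes (0.07, 0.645) did not shift. Among 10000 random lists matched on mean expression, the median lay at percentile 0 for the formative and primed list, 98.4 for Nodal and Activin targets, 99.7 for primitive endoderm, 93.8 for imprinted genes, 60.5 for naive pluripotency and 82.7 for germline genes. The lists were written after the study's list of changed genes had been read, so these p-values are not independent evidence. The alternative that most lowered the number of lists that passed was chosen after the data were seen and left out all called genes. None of the 7 lists then passed, and 1 had an unadjusted p-value under 0.05. The adjusted p-value of the formative and primed list was then 0.992 over its other 11 genes. On ranks only the Nodal and Activin list passed (0.0356). Neither fry nor an estimated correlation could be run on a table without values per library, and with an inter-gene correlation of 0.05 the calls of the formative and primed list and of the Nodal and Activin list held.

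Members of these lists that passed both thresholds in the authors' deposited table were 6 formative and primed genes, Zic2, Otx2, Zic5, Lef1, Dnmt3a and Cdh2, all lower in D2018A. Their log2 fold changes in the authors' deposited table were -3.21 for Zic2, -1.97 for Otx2, -1.68 for Zic5 and -1.35 for Lef1, while Dnmt3a and Cdh2 lay at the threshold of a 2-fold decrease. Lef1 and Cdh2 lost their calls when standard errors were multiplied by the square root of 2 (adjusted p-values 0.308 and 0.108). Zic5 (chromosome 14, 122456795 to 122465677) lies close to Zic2, so these calls may not be independent of each other. Beside Lefty1 and Lefty2, the called members in that table were Klf5 (1.22) of the naive list and Sox7 (1.21) of the primitive endoderm list. The imprinted list held 5 called genes in the authors' deposited table: Peg10, Slc38a4, Sgce (1.28 ± 0.45), Cdkn1c (1.19 ± 0.40) and Plagl1 (1.14 ± 0.16). Sgce (chromosome 6, 4674350 to 4747207) lies close to Peg10, so these calls too may not be independent of each other. The adjusted p-values from DESeq2 of Sgce and Cdkn1c, 0.0472 and 0.0354 in the authors' deposited table, lay close to the threshold, and both calls were lost with standard errors multiplied by the square root of 2 (0.490 and 0.437). With the adjusted p-value taken over the list alone, the number of genes under 0.05 was 8 against 8 over all genes tested for the formative and primed list, 5 against 5 for the Nodal and Activin list, 11 against 5 for primitive endoderm, 18 against 14 for imprinted genes, 5 against 4 for naive pluripotency and 1 against 1 for germline genes.

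Finally, the median fold change of each chromosome was compared with that of all other genes to look for a chromosome gained or lost in 1 genotype. The most shifted was chromosome X, at -0.03 on the log2 scale over 526 genes (95% bootstrap interval over genes from -0.07 to -0.01), computed from the authors' deposited table. Chromosome 3 was shifted almost as much, by -0.03 (interval from -0.06 to -0.01), and the interval of chromosome 11, shifted by 0.02, also excluded 0. X did not stand apart from these.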

Values the study reported

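The study reported 378 genes that changed by at least 2-fold between WT and D2018A cells, of which 157 were upregulated and 221 downregulated. It also described a 25 kb deletion in the WT cells that the D2018A cells did not have.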

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

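The tests in this part were chosen after the result was seen. The authors' fit left a signal of 4 libraries that the comparison does not use, since 12 single-read steps were found where 8 samples are described. Genes without reads in either genotype took a fixed log2 fold change of -0.15 with the highest standard error in the authors' deposited table, 3.82, and 886 genes did so. Only 12 of the 886 had an adjusted p-value, and the rest had means over the fit of at most 1.93. Among the 12 were the Y-linked genes Eif2s3y, with a mean over the fit of 15.2 in the authors' deposited table, and Uba1y, with 12.1. Their reads therefore came from the 4 libraries outside the comparison.

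Reads of X-linked relatives assigned to Y-linked genes were weighed as a technical source. Such reads would appear in WT and D2018A too, yet 8 of the 12 Y-linked genes in the authors' deposited table had none in either genotype. Only 2 of these 8, Eif2s3y and Uba1y, had a mean over the fit of at least 3. The lowest mean was 0.093, for Usp9y, so the count of 8 overstates the evidence. The absence of Eif2s3y and Uba1y reads from both genotypes argues against that source for these genes. For Uba1y 47.7% of the 50-base stretches also occur in other genes, against 0% for Eif2s3y, so Eif2s3y carries the weight. What stays open is which cells the 4 libraries came from, and no biological explanation was tested. For the comparison it means that the means over the fit, and the spread that the fit estimated, include other libraries. These had reads in some genes, such as Eif2s3y, that had none in either genotype. How many calls would differ without those libraries was not analysed here.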

How the results depend on the processing

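The count of 378 genes stayed within 1.5-fold under 4 alternatives chosen before the deposited table was examined but after the study's list of changed genes had been read: 364 genes with no filter on low counts, 349 with a mean of at least 10, 261 at an adjusted p-value under 0.01 and 374 without the deleted interval genes. It was 1331 with no minimum fold change. Among settings chosen after the data were seen, centring gave 379 and removal of the GC and length trends 373. Another 3 moved it by more than 1.5-fold: 175 genes with standard errors multiplied by the square root of 2, 52 with the fold change tested against 2-fold and 141 when genes with a mean under 100 were left out. The first 2 of these follow from wider errors and a stricter hypothesis, and the last from fewer genes tested. All 175, 52 and 141 genes were among the 378. The share of higher genes was 41.5%, and it was 50.4% among genes with a mean of at least 100, 49.2% with no minimum fold change, 47.4% with the wider errors and 41.2% with centring.

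For the gene lists, 4 of the 7 passed. With an inter-gene correlation of 0.05, 2 passed, and primitive endoderm (0.0582) and imprinted genes (0.0988) did not. On ranks 1 passed, and the formative and primed list (0.0847), primitive endoderm (0.297) and imprinted genes (0.2997) did not. Without the study's qPCR genes 2 passed, and Nodal and Activin targets (0.0596) and imprinted genes (0.0989) did not, which rests on the genes left out. Without all genes past both thresholds 0 passed (1 at an unadjusted p-value under 0.05): the adjusted p-values were 0.992 for the formative and primed list, 0.0658 for Nodal and Activin targets, 0.181 for primitive endoderm and 0.399 for imprinted genes, and the naive list changed sign (0.992). Leaving out the strongest genes favours this outcome by construction. The cause of the other changes was not tested. With members of a mean of at least 10, and with GC and length trends removed, all 4 calls held. The 12 genes of the 3 named lists with an adjusted p-value under 0.05 became 10 with the wider errors. Among the 42 genes that the naming rule gave, 7 no longer had an adjusted p-value under 0.05 with those errors, 5 of which had passed both thresholds. The shift of chromosome X stayed at -0.03 among genes with a mean of at least 100.

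No paired analysis was possible because the deposited table holds no values per library. For the same reason these choices made before the table was examined were not run: a second count model or other size factors, 8 libraries as separate samples, a voom fit, fits without each line or library, an estimated correlation, fry, another prior count, and comparisons between lines. Counts of other splits of the samples could not be made either. Without values per library, variation between the 2 lines of a genotype stays unmeasured here, and deeper sequencing would not replace it.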

Other observations

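In this part, low-count members of the formative list, the stricter adjusted p-value and the shift of the X chromosome used settings fixed before the deposited table was examined. The study's list of changed genes had been read by then. The tests on GC content and transcript length, on a shifted chromosome segment and on Lefty reads were written down after the table had been looked at. Their own results had not yet been seen. The other tests were chosen after. For the 378 calls, a trend on GC content or transcript length was argued against, since 362 of them passed again once the trends were removed. A gain or loss of a chromosome segment of 50 or more well-expressed genes was also argued against. Shorter ones, such as the chromosome 9 deletion, lie outside this test. The most shifted window of 50 genes had a median of 0.13, and 15.6% of 500 shuffles of gene order gave one as large. That window also lay on chromosome 9 (110621135 to 122169702), beyond the deleted interval. A change between 1 and 2 copies of the X chromosome in both lines of a genotype would move X-linked genes by about 1 on the log2 scale. The shift observed was -0.033. Other copy numbers, or a change in 1 of the 2 lines, would move these genes less and were not weighed. Technical replicates counted as independent samples may have added calls, since 175 remained with wider standard errors. A true effect near the threshold would be lost in the same way, so this source and a real difference cannot be told apart. The widening was a fixed factor, the square root of 2, and not an estimate of the variation between lines. More calls could therefore be lost than that factor shows. The robust spread of the statistic rose from 1.15 for means of 2 to 10 to 1.78 for means of at least 1000, where 1 is the value without effects or excess variation. Few reads as a source of calls stays open for part of them: 141 of the 378 had a mean of at least 100.

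The count at an adjusted p-value under 0.05 and 2-fold equals the count quoted from the study above. For its plot of these genes, however, the study names a stricter threshold on the adjusted p-value, at which the counts differ. At that threshold, an adjusted p-value under 0.01, the authors' deposited table gave 261 genes, 114 higher and 147 lower, and 117 of the 378 genes had an adjusted p-value of at least 0.01.

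The chromosome 9 deletion was examined for whether 1 or both WT lines carried it. If only 1 of the 2 WT lines carried it, the log2 fold change could not exceed about 1, yet the lower 95% limit for Rhoa was 2.58 in the authors' deposited table. Rhoa transcripts were therefore reduced in both WT lines. In the table used here, any effect of the deletion is confounded with genotype. The study examined this with a control line that kept a copy of the region, attributing the differences to the mutation, and that line was not analysed here.

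The lower formative and primed genes were not explained by members with few reads or by GC and length trends. The adjusted p-value from cameraPR was 3.76e-12 with members of a mean of at least 10, which left 16 of 17 genes. With the trends removed it was 4.01e-12. The list did not pass on ranks (0.0847). Its other 11 genes, without the 6 called ones, had a mean statistic of -0.016, signed as the fold change. Their adjusted p-value from cameraPR was 0.992. No shift was therefore seen beyond the called genes, although leaving out the strongest members favours that outcome. The 6 called genes were known from the study's list of changed genes when the list was written, so their number is not evidence of its own. Whether the mutation or the history of the lines lowered them cannot be separated with 2 lines per genotype. Dnmt3a was among them, and no other gene listed as a DNA methylation enzyme passed both thresholds.

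Reads shared between Lefty1 and Lefty2 were argued against as the source of both increases, because 17.9% of Lefty1 stretches occur in Lefty2 and the rest distinguish them. The imprinted list held 5 calls where matched random lists averaged 1.17, and 0.67% of those lists held as many. Random lists do not reproduce pairs of genes that lie close together, such as Peg10 and Sgce. All 5 were known from the study's list of changed genes when the imprinted list was written, so whether imprinted genes were called more often than other genes of their mean stays open. They moved both ways. Called genes near Tet1 were looked for because its locus was edited. Within 1000000 bases on either side, 2 of 27 tested genes were called, Neurog3 (log2 fold change 3.67) and Srgn (1.36) in the authors' deposited table, both named after their values were seen. As many calls were found in 13.6% of windows around 15237 genes, so a local effect cannot be told apart from chance.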
